A study of Homo sapiens with 32 samples. Its data were reported in "The renal lineage factor PAX8 controls oncogenic signalling in kidney cancer" (2022).

How the data were processed

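Xenograft tumours formed by human clear cell renal cell carcinoma cells in athymic mice were profiled by RNA sequencing. The cells were a HIF2A knock-out clone of M1A cells, a metastatic derivative of an established renal carcinoma cell line, into which HIF2A had been put back as a transgene that is expressed only in the presence of doxycycline. HIF2A is the protein encoded by EPAS1. Mice received doxycycline in the diet until it was withdrawn, and tumours were taken at set times afterwards. The 32 libraries were grouped by the time given in their titles. The hour series held 24 libraries, with 6 on doxycycline (0H) and 6 each at 24, 28 and 32 h (24H, 28H and 32H). The day series held 8 libraries, with 4 on doxycycline (D0) and 4 at 72 h (D3).

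Per the labels, poly(A) RNA was made into strand-marked libraries. The authors removed reads that mapped to the mouse mm10 transcriptome with bowtie2 and mapped the rest to the human genome build hg38 with RSEM and bowtie2. Tool versions and the transcript annotation were not stated, and neither was whether RSEM was told the strand of the libraries, so genes that overlap others on either strand carry some uncertainty. The deposited expected counts are RSEM's estimates of the reads from each gene, in which a read that fits several genes or isoforms is divided among them, so the values need not be whole. Removing mouse reads also removes human reads that fit both species, which lowers the counts of the most conserved transcripts. Each deposited table held 26475 genes. The expected counts were rounded to whole numbers and used for every test. The TPM and FPKM values that the authors deposited beside them were not used, and gene length was used only in a check of length bias.

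Each withdrawal group was compared with its own on-doxycycline group in a fit of those groups alone, with no covariates. Genes were filtered with filterByExpr, libraries were scaled with TMM factors, and the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3 was used with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. Standard errors of log2 fold changes were the absolute log2 fold change divided by the square root of F. Genes lower at both 32 h and 72 h were those called lower in both fits. A single fit of 0H, 32H, D0 and D3 tested whether the change at 72 h differed from that at 32 h, each against its own control. D0 was also compared with 0H, since both were on doxycycline. CPM values of single genes (counts scaled to a common library size) used TMM factors estimated within each series.

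Gene set scores were the mean log2 CPM (prior count 2) over the set in each library. The sets were a hypoxia metagene of 15 genes, 16 glycolysis enzymes, and the S phase (43 genes) and G2/M phase (54 genes) lists of Seurat 5.3.0. Scores were compared by exact two-sided permutation tests with Benjamini-Hochberg adjustment over 16 tests. The smallest p these designs allow is 0.0022 for 6 libraries against 6 and 0.029 for 4 against 4. EPAS1 was set against CCND1 within a group by Pearson and Spearman correlation with exact two-sided pairing permutation tests.

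The groups, tests, gene sets and most alternatives were fixed before the data were examined. Of the genes named, 9 were listed in advance (EPAS1, CCND1, MYEOV, MYC, PAX8, HIF1A, ARNT, VHL and VEGFA). The others were the 5 largest falls and the 5 largest rises at 72 h among genes called in the same direction at 32 h and 72 h whose withdrawal libraries did not overlap their controls at either time. This rule chooses genes for the size of their change at 72 h. Genes that the list or the rule gave and that are not reported here were left out without being replaced, and the adjustment over the list alone runs over the 9 genes. Positions are from GENCODE 44 on hg38.

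The alternatives were the DESeq2 1.42.0 Wald test, DESeq2 size factors in edgeR, library totals with no composition factor, no filter, a mean of at least 50 counts, an absolute log2 fold change above 0.58, the sample number as a block, all hour groups in one fit, summing libraries that share a sample number, and leaving out libraries in turn. Corrections for gene length and GC content, leaving out hour-series libraries, and the block in the single fit of 0H, 32H, D0 and D3 were added after the data were seen. The pairing by number comes from the sample numbers in the titles, where D0 3_1 and 3_2, and D3 2_1 and 2_2, share a number. The meaning of these sub-numbers is not stated. Their counts differed by more than sampling noise, with a chi-square per degree of freedom of 37.2 for the D0 pair and 119 for the D3 pair, against 88.8 for D0 1 and 2 and 61.2 for D3 1 and 3. This measure rises with depth, and D0 3_1 was the shallowest of these libraries. Their log2 CPM correlated at 0.957 for the D0 pair and 0.948 for the D3 pair. For D0 1 and 2 the value was 0.958, and for D3 1 and 3 it was 0.967. By correlation, same-numbered libraries were thus no more alike. Repeat preparations of a tumour could also differ by more than sampling noise, so whether the pairs are separate tumours is unknown. Each library was counted as a sample, as deposited, and summing the pairs was an alternative, which gave 801 genes at 72 h.

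The edgeR procedure was tested on simulated data with 200 genes changed by known amounts. With the 12 libraries and 13491 genes of the 28 h comparison it recovered 89.5% of the changed genes, and 4.28% of its calls were false. With the 8 libraries and 14839 genes of the 72 h comparison it recovered 46.0% of them, and 8.91% of its calls were false. There it recovered 79% of the 4-fold changes but 13% of the 2-fold changes, so most modest changes at 72 h would be missed. The simulated libraries were independent, whereas same-numbered libraries may not be. Total counts per library ran from 3345422 to 42508629, at which a gene with 3 counts has a CPM of 0.897 in the shallowest library and 0.0706 in the deepest. These floors cover counting error only.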

Results

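RNA was measured in 32 xenograft libraries in which expression of HIF2A depended on doxycycline. Total expected counts were 3345422 to 11202063 in the 6 0H libraries, 5819774 to 10938566 in 24H and 6031093 to 10645031 in 28H. The 6 32H libraries were deeper, at 15825078 to 42508629, with no overlap with the other hour groups. With the 32H libraries thinned to 8683958 counts, 495 genes still changed at 32 h, so depth alone does not account for the calls there. D0 libraries held 5200059 to 24705490 and D3 libraries 12419611 to 24286317. The 10 most abundant genes took 9.97% to 17.3% of the counts of an hour-series library and 10.9% to 14.9% of a day-series library. The labels give no batch. The paper names SENSE and CORALL library kits without saying which libraries each made. A difference in kit or sequencing run between 32H and 0H, or between the series, could therefore not be tested.

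EPAS1 (chromosome 2, 46293667 to 46386697, hg38, plus strand, protein coding) was examined first, because its transgene was the target of withdrawal. Reads from the transgene cannot be separated from those of the endogenous gene in these counts. EPAS1 was at 2469 CPM ± 861 (SD, n = 6) in 0H. In 28H it was at 129 CPM ± 43.6 (SD, n = 6) and in 32H at 50.2 CPM ± 15.2 (SD, n = 6). In D0 it was at 1045 CPM ± 557 (SD, n = 4) and in D3 at 29.6 CPM ± 3.21 (SD, n = 4). The log2 fold change was -4.25 ± 0.27 (SE) at 28 h (edgeR adjusted p 1.1e-07), -5.62 ± 0.30 at 32 h (edgeR adjusted p 2.4e-08) and -5.14 ± 0.42 at 72 h (edgeR adjusted p 5.0e-05). The 24 h group did not behave as one. The libraries labelled 24H 1 to 4 had EPAS1 at 108, 238, 253 and 111 CPM, whereas the libraries labelled 24H 5 and 24H 6 had 2175 and 2288 CPM, inside the 0H range of 1554 to 3521 CPM. For these libraries the label and the EPAS1 level disagree. They were kept as labelled, and every 24 h value below includes them.

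**Figure D1:**
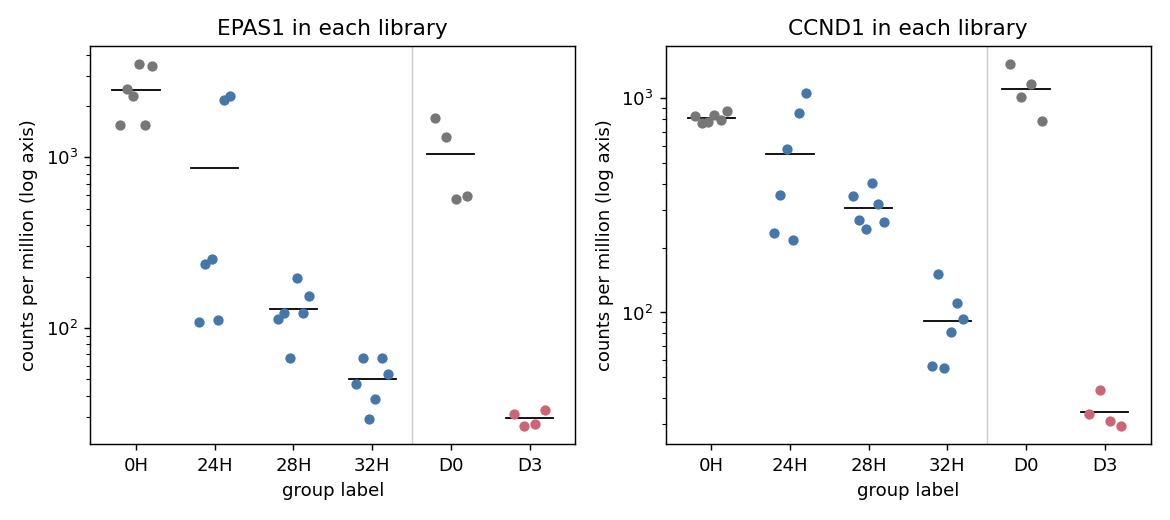
EPAS1 (left) and CCND1 (right) in CPM on a log axis, with a point for each library and a line at the group mean. The libraries labelled 24H 5 and 6 lie at 2175 and 2288 CPM of EPAS1, inside the 0H range, while all 28H, 32H and D3 libraries lie under all libraries of their on-doxycycline group.

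To find which transcripts changed with time after HIF2A withdrawal, each time point was compared with its control. No gene of 13674 passed the threshold between the libraries labelled 24H and 0H (edgeR, smallest adjusted p 0.082), and 372 had an unadjusted p under 0.05, where 684 would be expected by chance. At 28 h, 1615 of 13491 genes changed, 738 lower and 877 higher. At 32 h, 520 of 14132 genes changed, 321 lower and 199 higher. At 72 h, 953 of 14839 genes changed, 626 lower and 327 higher. A fit of all hour groups together, with all libraries labelled 24H included, gave 498 genes at 28 h and 686 at 32 h. The DESeq2 Wald test gave 1671 at 72 h. With the sample number as a block, 1396 genes changed at 72 h, 843 lower and 553 higher. Same-numbered day-series libraries deviated together from their group means, with a mean correlation of 0.237 across genes against -0.105 for other pairs. The direction of calls depended on the scaling. With library totals alone, 2225 genes were lower and 340 higher at 28 h, 365 lower and 139 higher at 32 h, and 476 lower and 451 higher at 72 h. That scaling moved the median log2 fold change of all genes by -0.19 at 28 h and by 0.19 at 72 h.

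**Figure D2:**
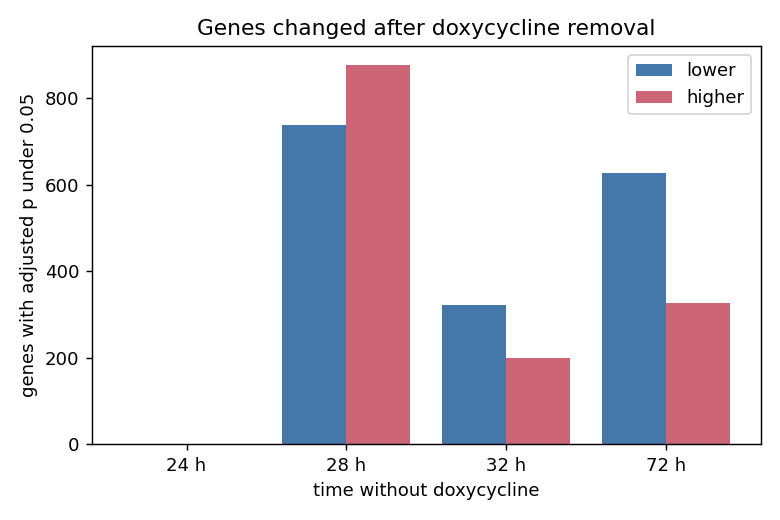
Number of genes with an edgeR adjusted p under 0.05 at each time without doxycycline, with bars for genes lower and higher than the on-doxycycline group. No gene passed at 24 h, and 1615, 520 and 953 genes passed at 28 h, 32 h and 72 h.

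Genes with an early and lasting fall were sought as those lower at both 32 h and 72 h. There were 164, where 13.5 would be expected if the calls were independent, and 41 genes were higher at both. DESeq2, the tool that the study names, called 253 genes lower at both. Of the 164 genes, 160 had a negative log2 fold change at 28 h and 159 between the libraries labelled 24H and 0H. At 28 h, 103 of them were called lower. Over all genes the times were less alike. The log2 fold changes correlated across genes at 0.72 between 28 h and 32 h, 0.35 between 32 h and 72 h and 0.11 between 28 h and 72 h (Pearson's r, genes are not independent replicates). The 24 h, 28 h and 32 h fold changes share the same 0H libraries, which raises their agreement with each other, including that of the 164 genes, whereas 72 h has its own control. Of the genes higher at 28 h and tested at 72 h, 435 of 870 were positive at 72 h.

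Cyclin D1 and its neighbour MYEOV lie on chromosome 11 on the plus strand of hg38. CCND1 spans 69641156 to 69654474 and overlaps LTO1 on the other strand, and MYEOV spans 69294151 to 69341682 and overlaps a long non-coding gene on the same strand. CCND1 was at 813 CPM ± 41.2 (SD, n = 6) in 0H, 308 ± 60.3 CPM (SD, n = 6) in 28H and 91.4 CPM ± 36.3 (SD, n = 6) in 32H. It was at 1102 CPM ± 278 (SD, n = 4) in D0 and 34.4 CPM ± 6.22 (SD, n = 4) in D3. Its log2 fold change was -1.40 ± 0.13 (SE) at 28 h (edgeR adjusted p 1.2e-05), -3.15 ± 0.24 at 32 h (edgeR adjusted p 9.0e-07) and -5.00 ± 0.28 at 72 h (edgeR adjusted p 2.9e-05). The libraries labelled 24H 5 and 6 had 857 and 1056 CPM of CCND1, and the other 24H libraries had 218 to 577 CPM. MYEOV fell by 2.44 on the log2 scale at 32 h (SE 0.42, edgeR adjusted p 0.0023). At 72 h it fell by 5.30 (SE 0.34, edgeR adjusted p 3.0e-05). At 28 h its fall did not pass with adjustment over all genes (edgeR adjusted p 0.067) or with the DESeq2 Wald test (adjusted p 0.097). It did pass at 28 h with adjustment over the list of genes named in advance. With library totals alone it also passed there (log2 fold change -1.13, edgeR adjusted p 0.025).

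Of the 9 genes listed in advance and reported, 4 passed at 28 h, 4 at 32 h and 5 at 72 h with adjustment over all genes, and 5, 6 and 6 passed with adjustment over the list alone. On hg38 the annotation places MYC on chromosome 8 from 127735434 to 127742951 (plus strand), VEGFA on chromosome 6 from 43770184 to 43786487 (plus strand) and PAX8 on chromosome 2 from 113215997 to 113278921 (minus strand). It places HIF1A on chromosome 14 from 61695513 to 61748259 (plus strand), ARNT on chromosome 1 from 150809713 to 150876708 (minus strand) and VHL on chromosome 3 from 10141778 to 10153667 (plus strand). None passed at 24 h either way. The log2 fold change of VEGFA was -1.03 at 28 h, -1.5 at 32 h and -2.94 at 72 h (edgeR adjusted p 0.0020, 0.025 and 5.0e-05), although 32H library 4, at 968 CPM, lay inside the 0H range of 834 to 1319 CPM and the other 32H libraries were at 171 to 329 CPM. MYC, which overlaps CASC11 on the other strand, fell by 3.32 at 72 h (SE 0.39, edgeR adjusted p 0.00045). At 32 h its fall of 0.56 did not pass (log2 fold change -0.56, edgeR adjusted p 0.068), although it passed with the DESeq2 Wald test (adjusted p 0.022). MYC was already 2.78-fold higher in D0 than in 0H (edgeR adjusted p 0.0032). HIF1A was 2.03-fold higher at 28 h (edgeR adjusted p 0.011), from 6.83 CPM ± 1.45 (SD, n = 6) in 0H. It passed at no other time with adjustment over all genes, though it also passed at 32 h with adjustment over the list. HIF1A overlaps annotated genes on both strands, and whether shared reads contribute to its rise was not tested. VEGFA, PAX8 and VHL overlap annotated genes on the other strand. With adjustment over all genes PAX8, ARNT and VHL did not pass at any time, and the largest of their changes was in PAX8 at 72 h, with a log2 fold change of 0.68 ± 0.25 (SE, edgeR adjusted p 0.15). PAX8 passed at 72 h with adjustment over the list. It also passed at 72 h, and VHL at 28 h, when libraries were scaled by totals alone (edgeR adjusted p 0.047 and 0.029). PAX8 was at 830 to 1140 CPM in D0 and at 1313 to 2354 CPM in D3, with no overlap. The values of named genes come from fits without the sample number as a block, which raised the calls at 72 h from 953 to 1396. A change in PAX8 or HIF1A at 72 h is therefore not ruled out.

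**Figure D3:**
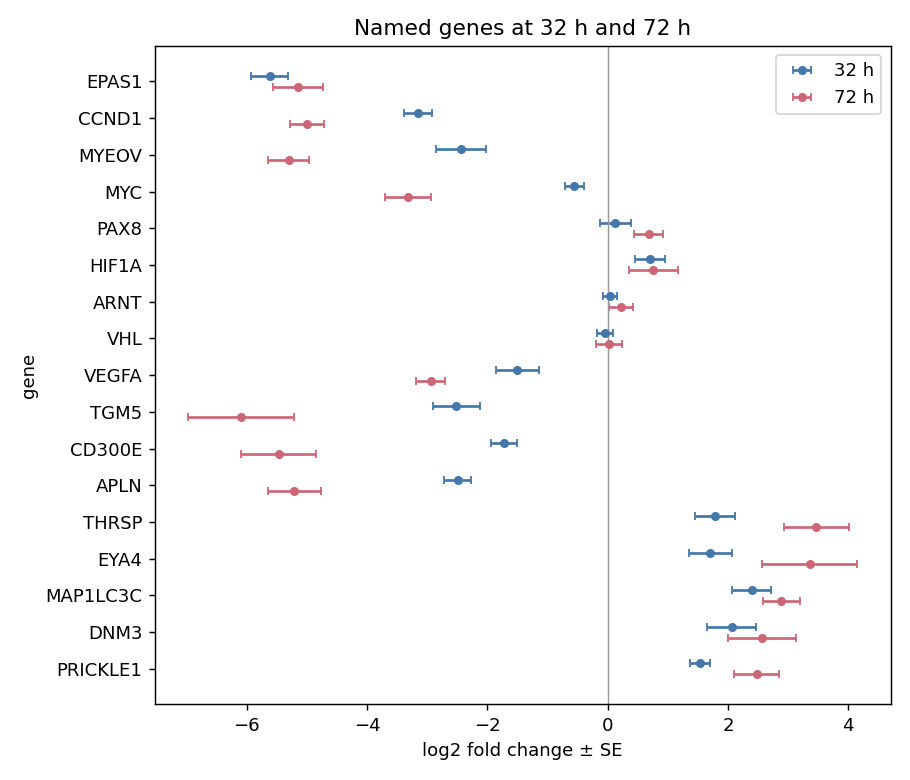
Log2 fold change at 32 h and at 72 h for each named gene, with bars of 1 standard error from the edgeR fit. CCND1 lies at -3.15 at 32 h and -5.00 at 72 h, and EPAS1 at -5.62 and -5.14.

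The largest falls at 72 h chosen by the rule included TGM5, CD300E, APLN and EPAS1. Their log2 fold changes were -6.09, -5.47, -5.21 and -5.14, and all 4 passed at both times. MYEOV was not among them, since 32H library 2 (12.7 CPM) was above 0H library 3 (10.5 CPM). The annotation places TGM5 on chromosome 15 from 43232590 to 43266928 (minus strand), CD300E on chromosome 17 from 74609885 to 74623738 (minus strand) and APLN on chromosome X from 129645259 to 129654956 (minus strand), all protein coding. TGM5 was counted 0 to 4 times in the D3 libraries, so the depth limits the size of its fall. The largest rises were THRSP, EYA4, MAP1LC3C, DNM3 and PRICKLE1, with log2 fold changes of 3.47, 3.36, 2.89, 2.56 and 2.48 at 72 h. These protein-coding genes lie at separate loci, THRSP on chromosome 11 from 78063861 to 78068351 (plus strand), EYA4 on chromosome 6 from 133240514 to 133532128 (plus strand) and MAP1LC3C on chromosome 1 from 241995490 to 241999098 (minus strand), with DNM3 on chromosome 1 from 171817887 to 172418466 (plus strand) and PRICKLE1 on chromosome 12 from 42456757 to 42590355 (minus strand). MAP1LC3C rose from 16.8 CPM ± 5.50 (SD, n = 4) in D0 to 125 CPM ± 27.5 (SD, n = 4) in D3. EYA4, DNM3 and THRSP had group means under 13.0 CPM in all groups and overlap other annotated genes. PRICKLE1 also overlaps annotated genes, on both strands. Of the genes called in the same direction at both times, 120 lower and 26 higher genes had withdrawal libraries that did not overlap their controls.

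Whether the change at 72 h was of another size than that at 32 h was tested in one fit. It differed for 463 of 15611 genes, more negative at 72 h for 352 and more positive for 111. With the sample number within each series as a block it differed for 496, in 350 and 146. With library totals alone these were 223 and 186. Among the genes listed in advance it differed for CCND1 (difference of log2 fold changes -1.88, edgeR adjusted p 0.0016), MYEOV (-2.89, edgeR adjusted p 0.0073) and MYC (-2.79, edgeR adjusted p 3.7e-05), and did not for EPAS1 (0.45, edgeR adjusted p 0.69) or VEGFA (-1.46, edgeR adjusted p 0.14). The series differed without any withdrawal. Between D0 and 0H, 2867 of 14000 genes differed, 1156 lower and 1711 higher in D0. With library totals alone 2560 were lower and 884 higher. A difference in level between the series is therefore not an effect of withdrawal.

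The S phase score was lower than in 0H by 0.51 log2 units at 28 h and 0.87 at 32 h (differences -0.51 and -0.87), in 6 of 6 libraries at each time (exact permutation p 0.0022, adjusted 0.012). It was lower in the libraries labelled 24H, with a difference of -0.26 (exact permutation p 0.019, adjusted 0.051). The G2/M phase score changed by -0.02 at 28 h and -0.15 at 32 h, within the spread between libraries (exact permutation p 0.87 and 0.35). At 72 h the S phase and G2/M phase scores were lower by more, with differences of -1.61 and -2.54, in 4 of 4 libraries. The hypoxia metagene differed by -0.54 at 32 h in 6 of 6 libraries (exact permutation p 0.0022, adjusted 0.012) and by -1.75 at 72 h in 4 of 4 libraries, but not at 28 h (-0.10, exact permutation p 0.20, adjusted 0.32) or between the libraries labelled 24H and 0H (-0.22, exact permutation p 0.26, adjusted 0.38). Glycolysis enzymes differed by -0.32 at 32 h (exact permutation p 0.013, adjusted 0.051) and by -0.98 at 72 h. For all 4 sets at 72 h the exact permutation p was 0.029, the smallest that 4 against 4 libraries allow, and the adjusted value of 0.051 did not pass. With library totals alone, 8 set scores that had not passed did so in the same direction, and the glycolysis score at 28 h changed sign and passed, at -0.17 (exact permutation p 0.013, adjusted 0.030).

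**Figure D4:**
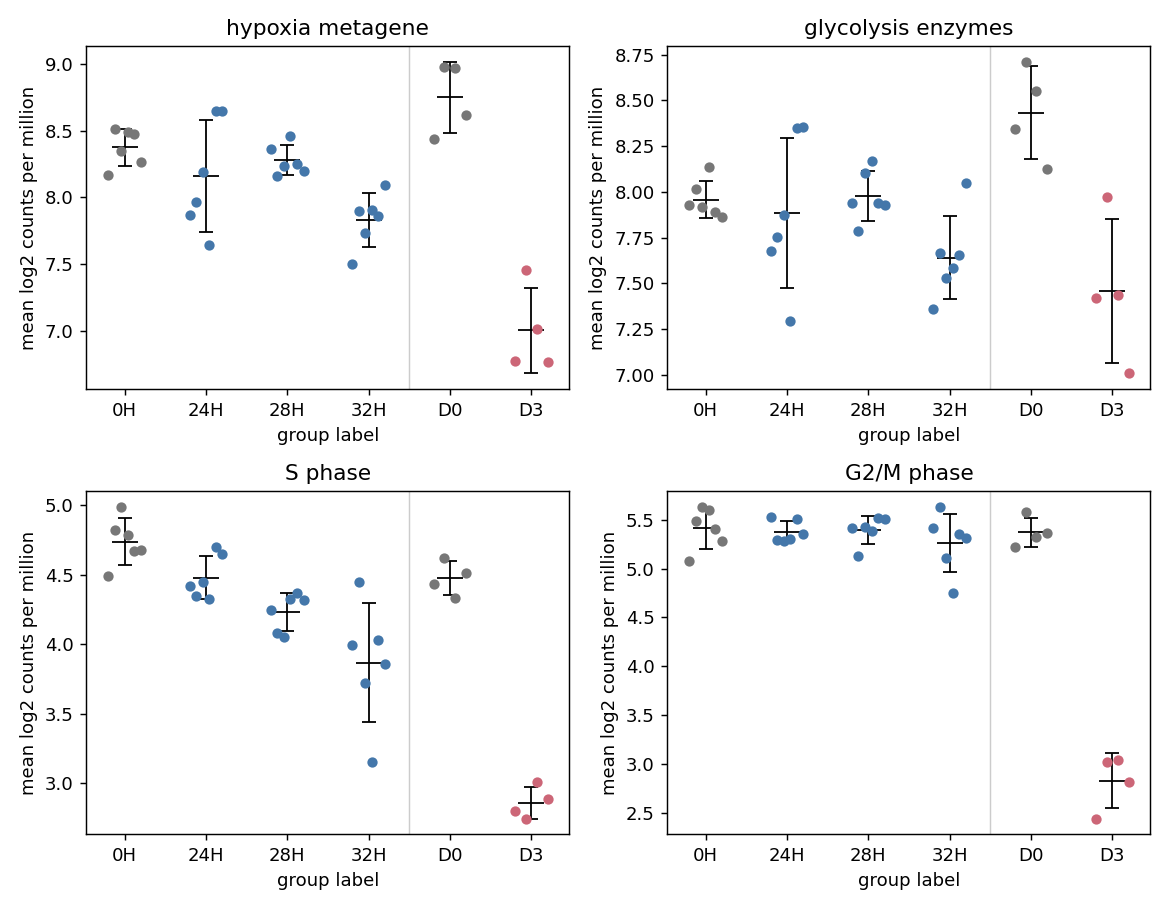
Mean log2 CPM over each gene set, with a point for each library and bars of the mean and SD of each group. The S phase score is under all 0H libraries in all 28H and 32H libraries, and only in D3 is the G2/M phase score of every library under all of its controls.

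Whether tumours with less EPAS1 transcript also had less CCND1 transcript was examined within groups. Over 3 groups of 6 libraries, Pearson's r was 0.42 in 0H (exact permutation p 0.40, adjusted 0.40), 0.65 in 28H (exact permutation p 0.16, adjusted 0.24) and 0.82 in 32H (exact permutation p 0.047, adjusted 0.14). Spearman's rho was 0.37 in 0H, 0.49 in 28H and 0.89 in 32H (exact permutation p 0.50, 0.36 and 0.033, adjusted 0.50, 0.50 and 0.10). Without the 2 libraries farthest from the median EPAS1, r was 0.90, -0.75 and 0.73, so the value in 28H rests on those libraries. No relation passed the adjustment. The libraries labelled 24H fell into separate clusters, and the relation could not be tested in them.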

Values the study reported

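The study reported 205 transcripts as strongly dependent on HIF2A, taken as those reduced both 32 and 72 h after doxycycline was withdrawn. It called differential genes with DESeq2 and stated no fold change threshold for these. It counted 175 HIF2A binding peaks in windows of 500 kb around the start sites of those genes.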

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

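The tests of 28 h against 32 h, of series shuffling and of length and GC bias were chosen after the gene counts were seen but before their own results were. Over 132 groups of values, 5 held a library far from the others, where chance gives about 6.6, so these carry little weight. In D3 they were APLN in library 2_2 (1.19 CPM, others 1.72 to 1.83), and MAP1LC3C and PRICKLE1 in library 2_1 (84.5 CPM, others 134 to 145, and 22.3 CPM, others 49.96 to 54.09). VHL was high in 0H library 6 (46.2 CPM, others 35.2 to 38.9), the library with the fewest counts. The G2/M phase score was low in 28H library 2 (5.13, others 5.38 to 5.52). No biological explanation was tested for these.

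The change at 72 h differed from that at 32 h for 463 genes. Shuffling the series within each doxycycline state gave as many genes in 4 of 100 regroupings, the real one included, and another regrouping gave 1993. Since 2867 genes differ between the series on doxycycline, libraries of the series are not interchangeable in this shuffle. Mixed groups carry the series difference in their spread or in the tested change. The share of 4 in 100 therefore cannot tell whether 463 genes would arise by chance. Gene length and GC content were tested as sources. With an offset for gene length 525 genes differed, and with one for GC content 818, so neither removed the difference. The day series differs from the hour series in more than time, with 2867 genes apart on doxycycline. As many genes were found in 1 of the 48 splits of the D0 and 0H libraries that part as many same-numbered libraries. A later time point therefore cannot be told apart from a difference between the series in how a tumour responds. Nor can it be told apart from a difference in library kit or sequencing run between groups, which the labels do not record.

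By name, the difference was -1.88 for CCND1, -2.89 for MYEOV, -2.79 for MYC, -3.61 for TGM5, -3.77 for CD300E and -2.74 for APLN. The last 3 were chosen for large falls at 72 h, which favours a negative difference, so they show nothing beyond that choice. CCND1, MYEOV and MYC were listed in advance. On doxycycline each of these was already higher in D0 than in 0H. The log2 differences were 0.53 for CCND1, 1.76 for MYEOV and 1.48 for MYC (edgeR adjusted p 0.047, 0.0062 and 0.0032). Each is smaller than the amount by which the fall of that gene differed (differences -1.88, -2.89 and -2.79).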

How the results depend on the processing

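The counts of genes stayed within 1.5 times of those reported with DESeq2 size factors, without a filter, with a mean of at least 50 counts, and with same-numbered libraries summed. The DESeq2 Wald test gave 7 genes at 24 h, 887 at 32 h, 1671 at 72 h, 763 whose change differed and 253 lower at both times. The last included all 164. A log2 fold change above 0.58 left 857 genes at 28 h. Library totals gave 2565 at 28 h, and the hour groups in one fit gave 498 there and 686 at 32 h, which reverses the order of those times. That fit includes all libraries labelled 24H. An offset for GC content, added after the data were seen, gave 937 genes at 32 h and 818 whose change differed. The cause was not tested for these.

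With the replicate block, 1531 genes changed at 28 h, 379 at 32 h and 1396 at 72 h. None changed at 24 h (372 at an unadjusted p under 0.05 without the block). With the block 163 genes were lower at both, of which 135 were among the 164 found without it. The change differed for 496 genes, 386 of them among the 463 found without the block, in a fit added after the data were seen. Same-numbered hour-series libraries deviated from their group means with mean correlations of -0.030, 0.048 and -0.024 at 24, 28 and 32 h. The block with an offset for gene length gave 1623 genes at 72 h, and with one for GC content 2169. Paired sign-flip tests of set scores left differences of -0.54 for the hypoxia metagene at 32 h and -0.51 and -0.87 for S phase at 28 and 32 h with an adjusted p of 0.12, since 6 pairs allow no p under 0.031. The day series has 3 numbers, which allow no p under 0.25, so its paired set test was not run.

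Counts ran from 0 to 1 at 24 h, from 791 to 1823 at 28 h and from 338 to 858 at 32 h over the 12 fits that each left out one library. Each 24 h fit still held the library labelled 24H 5 or 24H 6, so the range at 24 h shows no stability. They ran from 518 to 1449 at 72 h, from 319 to 732 for genes whose change differed and from 129 to 171 for genes lower at both over the 8 fits that each left out a day-series library.

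With library totals, set scores passed for glycolysis enzymes at 32 and 72 h (-0.40 and -0.78), the hypoxia metagene at 28 and 72 h (-0.29 and -1.56), S phase at 24 and 72 h (-0.31 and -1.42) and G2/M phase at 28 and 72 h (-0.21 and -2.35). Glycolysis enzymes at 28 h turned to -0.17 and passed (exact permutation, adjusted p 0.030). Using the median turned G2/M phase at 28 h to 0.052. Of 134 values of named genes, 124 kept their direction and side of the threshold and 7 passed only under the alternative. With library totals MYC at 28 h turned to -0.14, and ARNT to -0.19 at 28 h and -0.039 at 32 h. With library totals no correlation passed, and r fell to 0.010 in 0H.

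As many genes were found in 1 of 32 splits at 28 h and at 32 h and in all 32 of 32 at 24 h, among splits that part all same-numbered pairs. The count at 24 h was 0, so every split reaches it and this test carries no information. At 72 h it was 1 of 18 such splits, too few for a share under 0.05, and 1 of all 35 splits, of which the others part fewer same-numbered pairs. For genes lower at both it was 1 of 100 combinations of an hour and a day split.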

Other observations

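The tests of the libraries labelled 24H 5 and 6 were chosen after their EPAS1 levels were seen. Over 611 genes lower at 72 h in the day series, with EPAS1 left out, the mean log2 CPM was 5.44 in the library labelled 24H 5 and 5.46 in that labelled 24H 6. The 0H libraries ran from 5.14 to 5.49 and the other 24H libraries from 4.83 to 5.22, so both lay within the 0H range of this score. The library labelled 24H 3, at 5.22, did too, as did 4 of the 6 28H libraries, so lying in that range does not show HIF2A activity. The highest 28H and 32H libraries were at 5.26 and 4.96, under both. For the hypoxia metagene the libraries labelled 24H 5 and 6 were both at 8.65, above the highest 0H library at 8.51, and for glycolysis enzymes both were at 8.35, above the highest at 8.13, so they were not simply like 0H libraries. An exchange with libraries labelled 0H was not borne out, since 0 of the 6 0H libraries had EPAS1 under the highest of the other 24H libraries. No 28H, 32H or D3 library had EPAS1 above 197 CPM. On the first principal component of all 32 libraries, the libraries labelled 24H 5 and 6 lay at 41.6 and 40.6 and the D0 libraries between -69.1 and -36.8, so no 28H, 32H, D3 or D0 library matched them in both respects. Whether these tumours kept access to doxycycline could not be tested. The absence of calls at 24 h is a result of the group as labelled.

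More genes were called at 28 h than at 32 h, by 3.11 times, although EPAS1 and CCND1 were lower at 32 h. The ratio was 3.08 with an offset for gene length, 1.80 with one for GC content and 3.26 with the 32H libraries thinned to 8683958 counts, so none of these removed it. Leaving out single libraries gave at most 858 genes at 32 h, when 32H library 4 was left out, but as few as 791 at 28 h, when 28H library 4 was left out, so the 2 ranges overlap. The common coefficient of variation was 0.212 at 28 h and 0.278 at 32 h, and with all hour groups in one fit, which share one spread, 498 and 686 genes changed. The larger count at 28 h may thus reflect a smaller spread in that fit and may not be a larger response. The shared spread, however, includes the libraries labelled 24H 5 and 6, whose EPAS1 was unlike that of the other 24H libraries. No fit of all hour groups left them out, so the fall to 498 genes may come partly from them.

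Libraries with neighbouring numbers in a group resembled each other more than other pairs did. Pairing 1 with 2, 3 with 4 and 5 with 6 in each hour group gave a higher mean correlation of deviations than 99.6% of the other combinations of pairings, of which there are 50625 in all. The mean correlation for neighbours was -0.13 in 0H, 0.22 in 24H, -0.036 in 28H and 0.051 in 32H. Over all pairings it was -0.19, -0.19, -0.20 and -0.18. The value in 24H includes the libraries labelled 24H 5 and 6, already seen to be alike, and no test left them out. Likeness of neighbours is what tumours from both flanks of a mouse would give. Neighbours may also share library preparation or sequencing, which the labels do not record. If neighbours come from one mouse, tumours in a group are not independent and the adjusted p-values are too small.

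Most calls of genes lower at 72 h did not depend on a correction for gene length or GC content. With an offset for length 615 of the 626 were still lower, and with one for GC content 611, although the offset for GC content raised the number changed at 72 h from 953 to 1351. Whether these genes differ in length or GC content from others was not tested.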
